A study of Mus musculus with 6 samples. Its data were reported in "Using Synthetic Mouse Spike-In Transcripts to Evaluate RNA-Seq Analysis Tools" (2016).

How the data were processed

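Embryoid bodies (EBs) were made from R1 mouse embryonic stem (ES) cells, an established cell line, plated at 35000 cells per ml in medium without leukaemia inhibitory factor. Retinoic acid (RA) was added at 2 μM when the EBs were 4 days old. The day on which RA was added is day 0, and EBs were also collected after 3 days (day 3) and 4 days (day 4) in RA. RNA of 2 samples per day was hybridised to Affymetrix Mouse Gene 1.0 ST arrays, 1 array per sample and 1 colour per array. Groups and replicate numbers were taken from the sample titles and the treatment given per the labels.

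The deposited values are log2 intensities that the authors obtained by Robust Multichip Average (RMA) in Partek. RMA corrects the background, brings the distributions of all arrays together by quantile normalization and summarises the probes of each probe set on a log2 scale. The software version for the arrays is not given in the sources used here, and the scanner files were not used here. Because of the quantile step, a change of total RNA per cell cannot be seen in these values, and a change is relative to the other transcripts on the array. RMA compresses differences between dim signals, so small folds of dim genes are understated.

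The table held 35557 probe sets, of which 23410 were in the platform annotation used for naming. Of these, 21789 had 1 gene symbol and 1621 had several, and 12147 probe sets were unnamed here. For 21698 of the probe sets with 1 symbol, the gene number was found in the RefSeq table of assembly GRCm38.p6, and 0 symbols needed an update. That table served only for names and gene types, and no coordinates are given, since the array files name no genome build. Probe sets with several symbols or none were left out of the tests on genes. For the 999 genes with several probe sets, the probe set with the highest mean over the 6 arrays was used, which gave 19938 genes. The unnamed probe sets were examined as a class.

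Differential expression was tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, no trend, not robust), with all 6 arrays in 1 fit and a mean for each day. This left 3 residual degrees of freedom, to which the moderation added 4.07 prior degrees of freedom. The 3 comparisons were day 4 versus day 0, day 3 versus day 0 and day 4 versus day 3. Tests were two-sided, p-values were adjusted over all 19938 genes by the Benjamini-Hochberg method, and genes with an adjusted p of 0.05 or below were called differentially expressed. Standard errors (SE) of log2 changes come from the moderated fit, and standard deviations (SD) of a day from its 2 arrays. Intensities have no read depth, so the number of arrays limits the precision.

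The design, the alternatives, 25 gene lists and the rule for naming genes were set before the data were examined. The lists covered pluripotency, primed epiblast, primitive streak and mesendoderm, retinoid response, 3 blocks of Hox genes, neural progenitors, neurons, glia, neural crest, forebrain and midbrain, primitive and visceral endoderm, cardiac muscle, paraxial mesoderm and skeletal muscle, blood, endothelium, trophoblast, fibroblasts and mesenchyme, proliferation, glycolysis and hypoxia, DNA methylation and germline, p53 with apoptosis and heat shock, housekeeping, and the genes of the study's spike-in transcripts. Of their 507 entries, 37 were not named in the table used here. The named genes were the 10 with the largest rise and the 10 with the largest fall against day 0, and the 5 each way between day 4 and day 3. They were taken among genes that passed the test and whose 2 arrays of one day both lay beyond the 2 of the other. Predicted genes, clone names, olfactory and vomeronasal receptors and small RNAs were skipped. Each list added the members with the largest changes that passed and up to 2 that did not. Other genes named in the text, such as Malat1, Cyp26a1, Runx1 and the members of small counts, were chosen after their values were seen.

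Lists with at least 3 measured members were compared with all other genes by limma's camera with its preset correlation of 0.01, and adjusted over the 25 lists of each comparison. Camera with an estimated correlation and fry were run as alternatives. Fry asks whether the genes of a list move, on balance, one way, and does not compare them with other genes. Bootstrap ranges of list medians resample the genes of a list, which are not independent replicates. The Spearman correlation of Hox paralogue number with the log2 change was tested by a two-sided permutation test with 100000 resamples. For the overlap of the comparisons that share the day 0 arrays, 50 sets of unchanged groups were simulated against the same day 0 arrays. Genes with a mean below 6 and an SD below 0.3 over the 6 arrays were taken as undetectable. The limits are those of the study's methods, which do not say over which arrays they were applied.

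The fit was tested on simulated data with 19938 genes, of which 200 were changed by known amounts. For day 4 versus day 0, changes of 0.25, 0.5, 1 and 2 on the log2 scale were recovered in 2%, 68%, 98% and 100% of genes, with 6 false calls. For day 3 versus day 0 the shares were 0%, 72%, 96% and 100%, with 7 false calls. For day 4 versus day 3 they were 0%, 72%, 100% and 100%, with 6 false calls. The data called far more genes than the 200 simulated, 10260 for day 4 versus day 0, which makes the adjusted threshold easier to pass. Smaller changes were called there, such as that of Hesx1 (−0.17). The simulated shares and numbers of false calls therefore do not carry over to the data. In each comparison camera found 20 of 20 lists shifted by 0.3, with 0 false calls. Alternatives were median centring, cyclic loess and quantile normalization of the deposited values, filters at a mean of 5 or 6, the mean of a gene's probe sets, all probe sets, no moderation, an intensity trend with robust moderation, array weights, only the 2 days compared, the replicate number as a block, and each array left out in turn. Scalings over all probe sets, applied to the classes of noncoding RNA, unnamed probe sets and chemoreceptor genes, were chosen after seeing the data. An intensity trend without robust moderation was run for the chemoreceptor genes. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9. The study's sequencing data were not analysed here.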

Results

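RNA from EBs of R1 mouse ES cells was measured on 6 arrays, 2 from EBs before the addition of RA (day 0), 2 after 3 days in RA (day 3) and 2 after 4 days (day 4). EBs are floating aggregates in which ES cells leave the pluripotent state and form early embryonic cell types. RA, a derivative of vitamin A, acts through nuclear receptors and is used to direct such cells, often towards neural fates. The study used arrays to choose genes below detection as sources of spike-in transcripts for its sequencing of the same kind of RNA. The arrays also show which genes changed in the EBs. The array medians over all probe sets were 6.82 and 6.82 at day 0, 6.85 and 6.83 at day 3, and 6.69 and 6.73 at day 4 (RMA, log2). The 2 arrays of a day correlated at 0.999 at each of the 3 days (Pearson, across 19938 genes, which are not independent replicates), and the SD of their difference was 0.125 at day 0, 0.117 at day 3 and 0.122 at day 4. Between days the correlations were 0.953 to 0.955 for day 4 and day 0, 0.958 to 0.959 for day 3 and day 0, and 0.992 to 0.994 for day 4 and day 3. The first principal component held 87.0% of the variance and separated day 0 from the later days, and the second held 9.82% and separated day 3 from day 4. The labels number the 2 arrays of a day but do not say that they came from separate cultures, so p-values measure the spread between these arrays, which may be technical. The study describes the replicates of its sequenced RNA as biological, and the array labels do not say this of the arrays.

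The comparison of day 4 with day 0 shows what differed in the EBs after 4 days in RA. Rarb, which encodes retinoic acid receptor beta (probe set 10417713), was among the genes with the largest rises and went from 6.40 ± 0.32 to 12.29 ± 0.02 (mean ± SD, n = 2), a log2 change of 5.89 (SE 0.13). The other leading rises were Islr, which encodes a secreted protein of mesenchymal cells (log2 change 5.88, SE 0.11), the nuclear receptor gene Nr2f2 (5.69, SE 0.08), Tmem255a (5.56), Ifi203 (5.42), the adhesion molecule gene Alcam (5.39), Hoxa5 (5.35), the growth factor gene Tgfb3 (5.29), the retinaldehyde reductase gene Dhrs3 (5.27) and Hoxc5 (5.27). The largest falls were those of Foxh1, a transcription factor of nodal signalling (−5.52, SE 0.06), and of the mesendoderm gene Mixl1 (−5.09, SE 0.09). They were followed by Alox15 (−5.08), Hand1 (−5.02), the nodal co-receptor gene Tdgf1 (−4.97), Eomes (−4.78), Cdx2 (−4.75), Fgf15 (−4.64), the imprinted gene Phlda2 (−4.57) and the carbonic anhydrase gene Car4 (−4.28). Each of these 20 genes had an adjusted p of 1.35e-05 or below (limma), and both day 4 arrays lay beyond both day 0 arrays. Rarb and Islr differed by less than their SE, and means below 6, where RMA can understate changes, were those of Islr (5.59) and Ifi203 (5.06) at day 0 and of Foxh1 (5.89), Tdgf1 (5.94) and Eomes (5.86) at day 4, so the order of the genes is not settled. In all, 10260 of 19938 genes (51.5%) were differentially expressed, 5154 higher and 5106 lower at day 4, of which 1160 and 920 changed at least 2-fold. Median centring of the arrays moved the median gene from 0.00 to −0.15 and gave a split of 3781 higher and 8521 lower, so changes of that size have no settled direction. No EBs of the same age without RA were analysed here, so RA and time in culture cannot be told apart in any comparison.

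Genes of pluripotency and of the primitive streak fell together. Of 29 measured pluripotency genes, 24 fell, 1 rose and 4 did not pass (25 passed when adjusted over the list alone). Pou5f1, which encodes the core factor Oct4 (probe set 10444853), went from 10.24 ± 0.05 to 6.15 ± 0.02 (SD, n = 2), a change of −4.09, the RNA-binding protein gene Lin28a changed by −4.25, and Sall4 by −4.21. Nr0b1 rose by 0.47, and Klf2 (−0.15, adjusted p = 0.106) and Eras (−0.05, adjusted p = 0.720) did not pass. The list fell in camera with an adjusted p of 1.56e-09, but the adjusted p was 0.128 with an estimated correlation. That correlation was −0.014, below the preset 0.01, so correlated genes cannot account for the higher value. Of 21 primitive streak and mesendoderm genes, which mark the cells that form mesoderm and endoderm, 17 fell, 0 rose and 4 did not pass (19 passed when adjusted over the list alone). Beside Foxh1, Mixl1, Eomes and Cdx2 these included the signalling gene Wnt3 (−3.35), while Lhx1 (−0.38, adjusted p = 0.0665) and Chrd (0.26, adjusted p = 0.0607) did not pass. In camera the adjusted p was 1.86e-07, and 0.293 with an estimated correlation. Of 11 primed epiblast genes, 5 rose, 5 fell and 1, Cdh2, did not pass (10 passed when adjusted over the list alone). Zic2 (−3.65), the DNA methyltransferase gene Dnmt3b (−2.65) and Otx2 (−1.32) fell, while Sox4 rose by 0.89. The median of this list was 0.02, its mean was −0.55 and camera pointed down, with an adjusted p of 0.854.

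**Figure D1:**
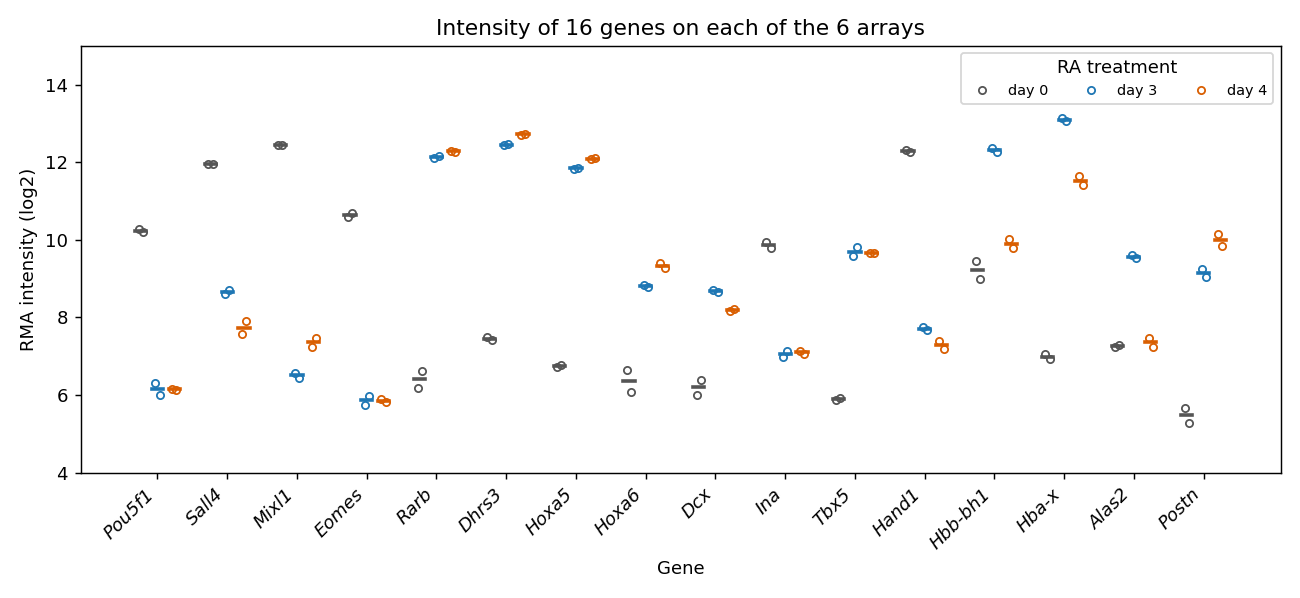
RMA intensity (log2) of 16 genes on each of the 6 arrays, with 2 open circles per day for the arrays and a bar for their mean. Pou5f1 and Eomes lay at 10.24 and 10.64 at day 0 and at 6.15 and 5.86 at day 4, Rarb went from 6.40 to 12.29, and Hba-x stood at 13.10 at day 3 and 11.52 at day 4.

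The retinoid list and the Hox genes of low paralogue number rose. Of 22 measured genes of retinoid response and metabolism, 14 rose, 2 fell and 6 did not pass (17 passed when adjusted over the list alone). Beside Rarb and Dhrs3, the Hox cofactor genes Meis1 (5.12, SE 0.06) and Meis2 (3.87, SE 0.05) and the RA-synthesising enzyme gene Aldh1a2 (3.30) rose. The 2 that fell were Cyp26a1, which encodes an RA-degrading enzyme (−2.32, SE 0.08), and Rarg (−0.33), and Stra8 (0.28, adjusted p = 0.120) did not pass. The adjusted p of the list was 7.42e-06, and 0.136 with an estimated correlation. Hox genes encode the transcription factors that pattern the body axis, and RA is a textbook inducer of those at the 3' end of the clusters. Of 14 measured Hox genes of paralogues 1 to 5, 12 rose, 1 fell and 1 did not pass (13 passed when adjusted over the list alone). Hoxa5 went from 6.75 ± 0.03 to 12.09 ± 0.01 (SD, n = 2), Hoxa4 rose by 4.08 and Hoxa2 by 4.02, while Hoxd1 fell by 1.09 on the log2 scale and Hoxb1 was near its day 0 level (0.04, adjusted p = 0.890). In camera this block had an adjusted p of 2.37e-07, and 0.136 with an estimated correlation. Of 11 genes of paralogues 6 to 9, 8 rose, with Hoxa6 (2.96), Hoxc8 (2.15) and Hoxc9 (1.12) among them, Hoxd9 fell (−0.38), and 2 did not pass (10 passed when adjusted over the list alone). Its adjusted p was 0.00468, and 0.210 with an estimated correlation. Of 12 genes of paralogues 10 to 13, 2 rose, Hoxb13 (1.72) and Hoxa10 (0.74), 6 fell, among them Hoxd13 (−0.77), and 4 did not pass (9 passed when adjusted over the list alone), with an adjusted p of 0.435 for the list.

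Across the 37 measured Hox genes, the log2 change fell with the paralogue number. Spearman's rho was −0.57 for day 4 versus day 0 (permutation test, two-sided, p = 1.9e-04, adjusted over the 3 comparisons 2.85e-04) and −0.66 for day 3 versus day 0. For day 3 versus day 0, p was 1e-05, the smallest that 100000 resamples can give, and 3e-05 after adjustment. Genes of a cluster are neighbours on a chromosome and are not independent replicates. Hoxd1 and Hoxb13 stood apart, since Hoxd1 fell at paralogue 1 and Hoxb13 rose at paralogue 13.

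**Figure D2:**
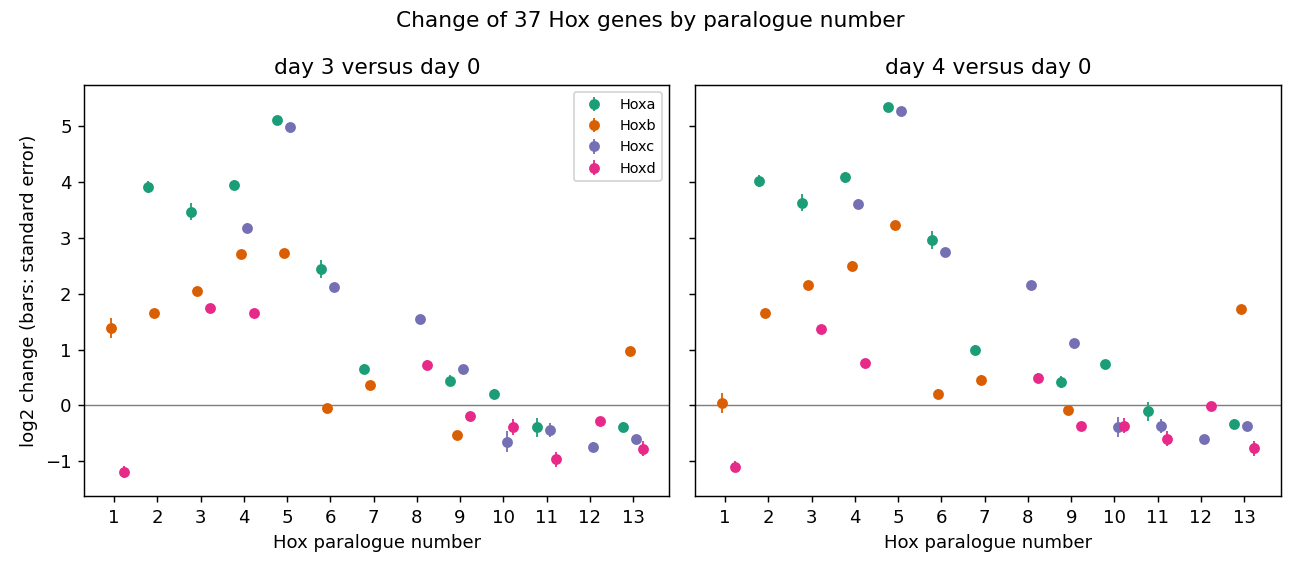
Log2 change of 37 Hox genes against paralogue number, day 3 versus day 0 on the left and day 4 versus day 0 on the right, coloured by cluster, with bars for the SE. At day 4 Hoxa5 (5.35) and Hoxc5 (5.27) stood highest, Hoxd1 (−1.09) lowest, and the genes from paralogue 10 on lay below 0 except Hoxa10 (0.74) and Hoxb13 (1.72).

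Camera called none of the neural lists at day 4. Of 40 measured neuron genes, 9 rose, 14 fell and 17 did not pass (25 passed when adjusted over the list alone). Dcx, which encodes a microtubule protein of migrating neurons, rose by 1.99 (SE 0.11) and the synaptic vesicle gene Syt1 by 1.69, while the neuronal intermediate filament genes Ina (−2.77) and Prph (−2.41) fell. Of 30 neural progenitor genes, 4 rose, 3 fell and 23 did not pass (6 passed when adjusted over the list alone). Sox9 rose by 1.33, Irx5 by 0.63, Pax6 by 0.36 and Neurog1 by 0.19, while Dll3 (−2.55), Fabp7 (−0.73) and Dll1 (−0.38) fell, and Sox3 (−0.26, adjusted p = 0.116) did not pass. Of 13 glial genes, 4 rose, 2 fell and 7 did not pass (6 passed when adjusted over the list alone). The 4 were the transcription factor genes Nfia (4.33, SE 0.06) and Nfib (3.49, SE 0.07), which many tissues express, Pdgfra (1.88), which mesenchyme also expresses, and the glutamate transporter gene Slc1a3 (1.01). The 2 that fell were Aldh1l1, by 1.47 on the log2 scale, and Cspg4 (−0.18), and Gfap was near its day 0 level (−0.06, adjusted p = 0.377). Of 12 neural crest genes, 5 rose, led by the endothelin receptor gene Ednrb (3.16), 3 fell, among them Tfap2a (−1.22), and Sox10 (0.06, adjusted p = 0.585) was among the 4 that did not pass (8 passed when adjusted over the list alone). Of 13 forebrain and midbrain genes, 3 rose, 1 fell and 9 did not pass (3 passed when adjusted over the list alone). Lhx2 (4.53, SE 0.12) and Emx2 (2.71), which are also expressed in limb and urogenital mesoderm, rose, as did Six6 (0.23), while Hesx1 fell (−0.17) and the retinal gene Rax (0.24, adjusted p = 0.213) did not pass. The call of Six6 was lost without day 0 replicate 2 (adjusted p = 0.0541) or day 4 replicate 2 (0.0579) and with median centring (0.08, adjusted p = 0.225). That of Hesx1 was lost without either day 0 array (0.158 and 0.0678), either day 3 array (0.0632) or day 4 replicate 2 (0.183), with cyclic loess (0.0662) and with an intensity trend and robust moderation together (0.0734). The adjusted p of these lists was 0.725 for neurons, 0.856 for progenitors, 0.325 for glia, 0.824 for crest and 0.407 for forebrain and midbrain in camera, while fry called neurons (0.0103), glia (2.71e-05) and forebrain and midbrain (9.33e-04). For progenitors the median was 0.00, the mean −0.03 and camera pointed up.

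Lists of mesoderm, endoderm and extraembryonic tissues held changes in both directions, and camera called none. Of 20 cardiac genes, 10 rose, 6 fell and 4 did not pass (16 passed when adjusted over the list alone). The heart transcription factor genes Gata5 (3.81, SE 0.08) and Tbx5 (3.77, SE 0.08) rose, Hand1 and Tbx20 (−3.32) fell, and the atrial myosin gene Myl7 (−0.04, adjusted p = 0.795) did not pass. Of 14 paraxial mesoderm and skeletal muscle genes, Foxc2 (4.91), Tbx18 (2.73), Meox1 (1.93) and Foxc1 (1.35) rose, 4 fell, among them Msgn1 (−2.52), and 6 did not pass (8 passed when adjusted over the list alone), with the muscle gene Myog at −0.14 (adjusted p = 0.411). Of 18 fibroblast and mesenchyme genes, 9 rose, 7 fell and 2 did not pass (17 passed when adjusted over the list alone), with the matrix genes Postn (4.53, SE 0.15), Dcn (3.15) and Col3a1 (2.28) rising and Fn1 (−2.01) falling. Of 16 endothelial genes, 8 rose, 7 fell and Ramp2 did not pass (15 passed when adjusted over the list alone), with Emcn (4.75) and Cldn5 (1.53) rising and the early regulator Etv2 (−4.13) and Eng (−1.74) falling. Of 14 blood genes, the embryonic globin genes Hba-x (4.54), Hbb-y (4.25) and Hbb-bh1 (0.68) rose, 6 fell, among them Lmo2 (−2.32) and Tal1 (−1.66), and 5 did not pass (9 passed when adjusted over the list alone). Of 31 endoderm genes, 12 rose, 11 fell and 8 did not pass (26 passed when adjusted over the list alone), with Gata6 (1.99) and Gata4 (1.67) rising, Amot (−3.30) falling, and Foxa2 at 0.32 (adjusted p = 0.0503). Of 12 trophoblast genes, 4 rose, 6 fell and 2 did not pass (10 passed when adjusted over the list alone), with Tfap2c (−1.94) and Gata3 (−1.68) falling and Gata2 (0.62) rising. The adjusted p was 0.540 for cardiac muscle, 0.824 for paraxial mesoderm, 0.433 for fibroblasts, 0.996 for endothelium, 0.540 for blood, 0.824 for endoderm and 0.511 for trophoblast in camera, while fry called cardiac muscle (0.0120), paraxial mesoderm (0.00609), fibroblasts (0.00482) and trophoblast (6.59e-04). For blood the median was −0.13, the mean 0.21 and camera pointed down, and for endothelium these were 0.04, −0.04 and down.

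Genes of the cell cycle fell. Of 24 proliferation genes, 17 fell, 3 rose and 4 did not pass (21 passed when adjusted over the list alone), with an adjusted p of 6.74e-04, and 0.151 with an estimated correlation. The cyclin gene Ccnd1 (−2.06, SE 0.06), the mitotic kinase gene Aurka (−0.81) and the nucleotide reductase gene Rrm2 (−0.76) fell, and the 3 that rose were Ccnd2 (0.49) and the cell cycle inhibitor genes Cdkn1b (0.73) and Cdkn1c, the latter from 9.58 to 11.18. Of 17 genes of p53, apoptosis and heat shock, 12 fell, among them Atf3 (−1.43), Hspb1 (−1.35) and Sesn2 (−1.22), 4 rose, among them Bcl2 (1.10), and Hspa8 did not pass (17 passed when adjusted over the list alone). The adjusted p of this list was 0.0248, and 0.394 with an estimated correlation. It was also lost with median centring (0.190) and among genes with a mean of 6 or more (0.0581). Of 19 glycolysis and hypoxia genes, 8 rose, among them Bnip3 (2.08) and Adm (2.06), 7 fell, among them the glucose transporter gene Slc2a3 (−2.04) and Pfkp (−1.85), and 4 did not pass (15 passed when adjusted over the list alone), with an adjusted p of 0.854. Of 16 DNA methylation and germline genes, 4 rose, among them the demethylase gene Tet2 (1.32), 7 fell, among them Dnmt3l (−2.44), and 5 did not pass (11 passed when adjusted over the list alone), with an adjusted p of 0.557. Of 12 housekeeping genes, Hprt (−1.39), Tfrc (−1.22) and Gusb (−0.24) fell and 9 did not pass (3 passed when adjusted over the list alone), with Actb at −0.03 (adjusted p = 0.682) and an adjusted p of 0.293 for the list. The call of Gusb was lost without day 4 replicate 2 (adjusted p = 0.0633). In the comparison, camera called 7 of 25 lists (3 up, 4 down) and 0 with an estimated correlation, where the lowest adjusted p was 0.128, while fry called 17.

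The comparison of day 3 with day 0 gives the state 1 day earlier. The embryonic globin genes Hba-x (probe set 10375046) and Hbb-y led the rises. Hba-x went from 6.98 ± 0.09 to 13.10 ± 0.05 (SD, n = 2), a log2 change of 6.11 (SE 0.09), and Hbb-y rose by 6.10 (SE 0.15). They were followed by Nr2f2 (5.80), Rarb (5.74), Meis1 (5.41), Alcam (5.24), Hoxa5 (5.10), the matrix protein gene Ecm1 (5.07), Foxc2 (5.04) and Dhrs3 (5.00). The largest falls were Mixl1 (−5.94, SE 0.09), Alox15 (−5.20), Foxh1 (−5.02), Phlda2 (−4.99), Fgf15 (−4.97), Cdx2 (−4.86), Tdgf1 (−4.84), Eomes (−4.78), Hand1 (−4.60) and Car4 (−4.59, SE 0.29). Each of the 20 genes had an adjusted p of 1.12e-05 or below (limma), and the day 3 mean of Eomes was below 6 (5.86), so its fall may be understated. In all, 10345 genes (51.9%) were differentially expressed, 4749 higher and 5596 lower, of which 1025 and 815 changed at least 2-fold. With median centring, which moved the median gene from −0.05 to −0.15, the split was 3889 higher and 8495 lower. With cyclic loess it was 5191 higher and 4943 lower, so which direction held more genes is not settled.

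At day 3 the lists called by camera were those of pluripotency, streak, retinoid response, Hox paralogues 1 to 5 and 6 to 9, and proliferation. With cyclic loess 7 lists were called in place of these 6. Of the pluripotency genes 25 fell and 0 rose (25 passed when adjusted over the list alone, adjusted p = 2.88e-09), with Tdgf1 at −4.84, Pou5f1 at −4.08 and Lin28a at −3.64. Of the streak genes 17 fell and Lhx1 rose by 0.79 (18 passed when adjusted over the list alone, adjusted p = 5.41e-07). Of the retinoid genes 17 rose and 5 fell, the latter Cyp26a1 (−2.17), Rarg (−0.79), Crabp1 (−0.34), Cdx1 (−0.31) and Cyp26c1 (−0.28), and 22 passed when adjusted over the list alone (adjusted p = 5.94e-06). Of Hox paralogues 1 to 5, 13 rose, among them Hoxa5 and Hoxb1 (1.38, SE 0.18), and Hoxd1 fell by 1.19 on the log2 scale (14 passed when adjusted over the list alone, adjusted p = 2.88e-09). With an estimated correlation the adjusted p was 0.104 for the pluripotency, retinoid and Hox 1 to 5 lists and 0.326 for the streak list. Of Hox paralogues 6 to 9, 8 rose, led by Hoxa6 (2.44), and Hoxb9 fell (−0.54), with an adjusted p of 0.0124 and 10 passing when adjusted over the list alone. This call was lost with an estimated correlation (adjusted p = 0.315) and among genes with a mean of 6 or more (0.0623). Of the proliferation genes 16 fell, led by Ccnd1 (−2.45), and 3 rose, Cdkn1c (1.05), Cdkn1b (0.76) and Mki67 (0.23), with 20 passing when adjusted over the list alone. The adjusted p of 0.0390 was 0.317 with an estimated correlation, and the call was lost without day 0 replicate 2 (0.0533), day 3 replicate 2 (0.0864) or either day 4 array (0.0521), with median centring (0.0604) and among genes with a mean of 6 or more (0.0543). Blood genes were not called by camera (adjusted p = 0.133), though 8 of 14 rose and 3 fell (11 passed when adjusted over the list alone). These included Hbb-bh1 (3.08) and the haem synthesis gene Alas2 (2.30) among the rises, and Lmo2 (−1.84), Runx1 (−1.66) and Tal1 (−1.04), the 3 that fell. The fry test called 22 lists and camera with an estimated correlation 0, with a lowest adjusted p of 0.104. In the glia, neural crest, forebrain and midbrain, endoderm, cardiac and paraxial lists, none of them called by camera, the median was negative while the mean was positive and camera pointed up, and in primed epiblast the median was positive and the mean negative.

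Most genes called at day 3 were also called at day 4 in the same direction. Genes higher in both comparisons with day 0 numbered 3892 and genes lower in both 4118, while independent lists would share 1228 and 1433. In 50 simulations of unchanged groups against the same day 0 arrays, the highest overlap was 0. Unchanged groups give few calls at this threshold, so that count cannot serve as a reference for the overlap of long lists. The changes correlated at 0.928 across genes, beside 0.499 in the simulations, and their covariance was 0.439 beside 0.00421, a difference of 0.435. The same sign was seen in 78.6% of genes, beside 66.7% in the simulations. Part of these values may come from the shared day 0 arrays, which are too few to split. A further 174 genes changed in opposite directions in the comparisons.

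The comparison of day 4 with day 3 asks what changed during the last day in RA. The gap junction gene Gjb2 went from 7.13 ± 0.14 to 9.98 ± 0.10 (SD, n = 2), a log2 change of 2.86 (SE 0.08), and the sulphate donor synthase gene Papss2 rose by 2.85 (SE 0.09). The cytokine genes Il33 (2.72) and Tnfsf13b (2.41) and the transcription factor gene Nfix (2.03) followed. The largest falls were in genes of red blood cells, namely the anion exchanger gene Slc4a1 (−2.56, SE 0.05), the embryonic globin gene Hbb-bh1 (−2.40, SE 0.15), Alas2 (−2.21, SE 0.09), Hbb-y (−1.85, SE 0.15) and Rhag (−1.76, SE 0.07). These 10 genes had adjusted p-values of 4.82e-04 or below (limma), and the day 4 mean of Rhag was 4.75, so its fall may be understated and its place among them not settled. In all, 5593 genes (28.1%) were differentially expressed, 3156 higher and 2437 lower, of which 75 and 78 changed at least 2-fold. The count was 2728 without day 3 replicate 1, 3650 without day 3 replicate 2 and 3005 without day 4 replicate 2, and without day 4 replicate 1 the higher genes numbered 2034. With median centring the split was 2268 higher and 3081 lower. It was 2648 and 2810 with cyclic loess, and 2687 and 2818 with quantile normalization. Which direction held more genes is therefore not settled.

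Blood genes fell between day 3 and day 4, as did genes of endothelium. Of 14 blood genes 11 fell, 1 rose and 2 did not pass (13 passed when adjusted over the list alone). Beside the globin genes and Alas2, the erythroid regulators Klf1 (−1.19) and Gata1 (−1.12) fell, and Runx1, a regulator of blood stem cells, was the 1 that rose (1.03, SE 0.12). The adjusted p was 5.16e-09, and 0.442 with an estimated correlation. Of 16 endothelial genes 9 fell, among them the receptor gene Tek (−0.95, SE 0.11) and Plvap (−0.78), Ramp2 rose by 0.33 and 6 did not pass (11 passed when adjusted over the list alone, adjusted p = 8.73e-05). With an estimated correlation the adjusted p of the endothelial list was 0.514. Of 18 fibroblast and mesenchyme genes 9 rose, among them Col6a1 (0.99, SE 0.10), Postn (0.86) and Snai1 (0.70), Fn1 fell by 0.51 on the log2 scale and 8 did not pass (10 passed when adjusted over the list alone). Of 16 DNA methylation and germline genes 6 fell, 0 rose and 10 did not pass (6 passed when adjusted over the list alone). Those that fell included Tet2 (−0.60), the maintenance methyltransferase gene Dnmt1 (−0.48) and Tet3 (−0.47), and none was a germline gene. For each of the last 2 lists the adjusted p was 0.0202, and 0.514 with an estimated correlation, and each call was lost without day 3 replicate 2 (0.0843). The DNA methylation call was also lost without day 4 replicate 2 (0.0863).

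Camera did not call the other lists between day 3 and day 4. Of 30 neural progenitor genes 10 rose, among them Fabp7 (0.96), Lfng (0.71) and Sox1 (0.37), and Irx3 (−0.69), Irx5 (−0.66) and Nes (−0.29) fell (16 passed when adjusted over the list alone). The adjusted p of that list was 0.0562, and it passed without day 3 replicate 1 (0.0472), without day 4 replicate 1 (0.0336) and with median centring (0.0363). Of Hox paralogues 1 to 5, Hoxb5 (0.49), Hoxc4 (0.43), Hoxc5 (0.29) and Hoxa5 (0.24) rose while Hoxb1 (−1.35, SE 0.18), Hoxd4 (−0.89) and Hoxd3 (−0.37) fell. Of paralogues 6 to 9, 5 rose and 0 fell (9 passed when adjusted over the list alone), led by Hoxc6 (0.64), and of paralogues 10 to 13 Hoxb13 (0.76) and Hoxa10 (0.53) rose. Both of these lists had an adjusted p of 0.117, and that of paralogues 10 to 13 passed without day 3 replicate 1 (0.0425). Across the 37 Hox genes rho was 0.26 (permutation test, two-sided, p = 0.122), and p was 0.0476 without day 3 replicate 1 (rho 0.33) and 0.0419 without day 4 replicate 2 (rho 0.34). Median, mean and camera differed in sign for the retinoid, Hox 1 to 5, neural crest, paraxial, glycolysis and p53 lists. Camera called 4 of 25 lists, 0 with an estimated correlation, where the lowest adjusted p was 0.442, and fry called 11.

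RNAs without a coding gene moved too. Malat1, a long RNA kept in the nucleus, went from 9.52 at day 0 to 11.08 at day 3 and 9.46 at day 4, a change of −1.62 (SE 0.07) between day 3 and day 4. Of 59 small nucleolar RNA genes 26 fell and 4 rose between day 3 and day 4, with a median of −0.24, and the median was −0.11 when the arrays were centred over all probe sets. Against day 0, 36 of them were already lower and 5 higher at day 3, with a median of −0.30. Of 296 microRNA genes 76 fell and 6 rose, with a median of −0.05 that changed sign to 0.08 when the arrays were centred over all probe sets and to 0.02 with quantile normalization of all probe sets, while 63 were higher and 28 lower at day 3 than at day 0. Over 17340 protein-coding genes the median was 0.05. Among the 12147 probe sets that are unnamed here, 2242 were lower and 484 higher at day 4 than at day 3.

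The study chose the genes of its spike-in transcripts on array data as genes below detection, so their levels here are not independent evidence. The rule of a mean below 6 and an SD below 0.3 over the 6 arrays was met by 6023 of 19938 genes (30.2%). The mean was below 6 for 6254 genes, and the SD was below 0.3 for 14972. Of 34 listed spike-in genes, 29 were measured, and 15 of these met the rule. The other 14 failed on level alone, with an SD below 0.3, over the 6 arrays and the probe sets used here. The study's methods do not say over which arrays its limits were applied, so a gene that failed here need not have failed there. The study reports that sequencing of control RNA without added spike-in transcripts also found them undetectable, with a few exceptions. Failing the rule here therefore does not show that a gene was expressed. The genes that failed were Pomc, a hormone precursor gene (mean 6.10), Rasa4 (6.62), Acbd4 (6.79), Rell2 (6.12), Jph3 (6.79), Mapt, which encodes the microtubule protein tau (6.03), Ptafr (6.15), Fezf2 (6.24), Pax8 (6.58), Nuak2 (6.64), Pkp1 (6.75), Cacng2 (6.84), Sema3b (6.91) and Wnt7b (6.32). Between day 4 and day 0, 5 of the 29 fell, Shtn1 (−0.42, SE 0.06), Mapt (−0.41), Sema3b (−0.36), Ptafr (−0.34) and Fam83f (−0.30), and Gcg rose by 0.28. The same count, 6, passed when adjusted over the list alone, which is not independent evidence because the study chose the list on array data of its own. The call of Ptafr was lost without day 0 replicate 1 (adjusted p = 0.0805) and without day 4 replicate 1 (0.0990). As a list the spike-in genes were not called (adjusted p = 0.824), with a median of 0.01, a mean of −0.03 and camera pointing down. Between day 3 and day 0, 10 of them fell and Cacnb4 rose by 0.22 (10 passed when adjusted over the list alone, all lower), and camera did not call the list (adjusted p = 0.272) while fry did (0.0270). Between day 4 and day 3, Nuak2 (0.35), Gcg (0.28), Cd300lf (0.25), Fezf2 (0.25) and Anxa10 (0.22) rose and 0 fell, with 0 passing when adjusted over the list alone, and neither camera nor fry (adjusted p = 0.116) called the list.

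**Figure D3:**
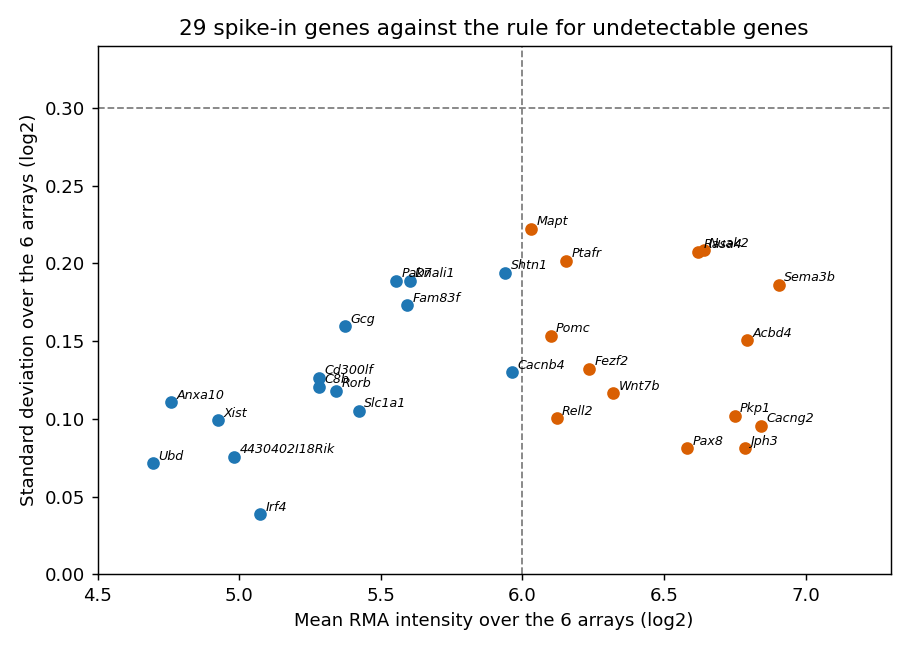
Mean (horizontal axis) and SD (vertical axis) of the RMA intensity (log2) over the 6 arrays for 29 spike-in genes, with dashed lines at the limits of 6 and 0.3. The 15 genes in blue met both limits, and the 14 in orange lay at or above 6, from Mapt (6.03) to Sema3b (6.91), all with an SD below 0.3.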

Values the study reported

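The study gave Pearson correlations between its sequenced duplicates of 0.95 at day 0 and 0.99 at day 4 on the gene level, and of 0.88 and 0.96 on the transcript level. It added 47 spike-in transcripts, of which 23 came from 10 loci and 24 from single loci. For the arrays, genes with an intensity under 6 and a standard deviation under 0.3 were treated as undetectable.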

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

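The tests of a shift by normalization, of a lower background and of scaling on the globin, haem and other red blood cell genes themselves were chosen only after the result was seen.

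The changes against day 0 differed between day 3 and day 4 for 4 lists, by the test of day 4 versus day 3. The median difference, day 4 minus day 3 on the log2 scale, was −0.67 for blood, −0.29 for endothelium, 0.29 for fibroblasts and mesenchyme, and −0.10 for DNA methylation and germline genes. The last was −0.05 without day 3 replicate 2, where its call was lost (adjusted p = 0.0843), −0.17 without day 3 replicate 1 and −0.31 among genes with a mean of 6 or more. With an estimated correlation 0 of these 4 calls passed. Of the 25 genes named first against day 0, 16 also differed between day 3 and day 4 in limma. Hbb-y (−1.85), Hba-x (−1.58), Foxh1 (−0.50), Hand1 (−0.42) and Meis1 (−0.29) were lower at day 4. Ecm1 (0.17), Hoxa5 (0.24), Dhrs3 (0.27), Hoxc5 (0.29), Fgf15 (0.32), Phlda2 (0.42), Ifi203 (0.44), Mixl1 (0.85), Tgfb3 (0.95), Tmem255a (1.47) and Islr (1.73) were higher. Against day 0, 174 genes rose on 1 of these days and fell on the other.

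Probe sets that are unnamed here lie outside the tests on genes, and 1895 of the 6618 that are numbered below every named probe set were lower at day 4 than at day 3, while 214 were higher. Their median change was −0.29, and −0.16 when the arrays were centred over all probe sets, and what they measure is not known here. Their median level was 6.08 and 6.11 on the day 0 arrays, 6.26 and 6.14 on the day 3 arrays, and 5.55 and 5.51 on the day 4 arrays. A shift of all values by normalization would move protein-coding genes alike, but their median changed by 0.34 more on the log2 scale. A lower background was tested on the chemoreceptor genes, which had a median change of 0.036. They lie at background, with a median level of 4.49 beside 5.95 for these unnamed probe sets. RMA corrects the background, aligns the distributions and compresses dim signals, so a fall of such genes may be understated. Falls were not excluded, since 91 of 1244 were called lower and 10 higher between day 3 and day 0. The chemoreceptor test alone therefore cannot decide. The other 5529 unnamed probe sets had a similar median level of 5.69, and a lower background would lower them too. Their median change from day 3 to day 4 was 0.036, with 270 higher and 347 lower. These values argue against a lower background as the source of the fall of the low-numbered probe sets. A lower share of nuclear and unspliced RNA at day 4 may explain the pattern, since a list of nuclear-retained RNAs without Malat1 had a median change of −0.24 with 5 of 5 measured genes lower, 2 of them past the threshold. The list is small, with 5 of 12 entries measured. Its adjusted p was 0.00545 with the preset correlation and its p 0.0522 with an estimated correlation. The 2 past the threshold were Rian (−0.90) and Airn (−0.59). The median is the value of Pvt1, which did not pass (limma, adjusted p = 0.101). Dleu2 (−0.09) had a mean of 4.02, below the median level of the chemoreceptor genes, so its fall carries little weight. Against day 0 the unnamed probe sets were also lower at day 4 (2030 lower, 354 higher, median −0.28) while that list had a median of 0.01, with 1 gene higher and 2 lower, and the small nucleolar RNA genes had fallen by day 3 already (36 lower, 5 higher), so the explanation bears only on the last day and leaves out that earlier fall.

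Chemoreceptor genes, which encode olfactory and vomeronasal receptors and lie near background in most tissues, were called changed in 101 of 1244 cases between day 3 and day 0, 91 of them lower. An offset of dim genes between the arrays could account for part of the calls, since 46 of the 101 remained with cyclic loess, which called 72, 36 in each direction. A spread of dim genes underestimated by the common prior stays open, since an intensity trend without robust moderation kept 81 of the 101 calls and gave 92 in all, a count within the margin that was set beforehand as speaking against it, but by less than the counting spread of the calls. For the 46 calls that remained with cyclic loess, the underestimated spread was the only other explanation tested, and it stays open.

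Globin and haem genes rose by day 3 and fell by day 4. Scaling between the arrays was tested on Hba-x, Hbb-y, Hbb-bh1 and Alas2 and on the red cell membrane genes Slc4a1 and Rhag, and the weakest change from day 3 to day 4 under 3 scalings was −1.58, so scaling cannot account for their fall. On an erythroid list without these genes the weakest median was −0.17, inside the limit set beforehand as going with scaling. The deposited values had a median of −0.16 (10 of 21 genes lower, 3 higher, camera adjusted p = 0.00284), so that limit is met without scaling and cannot decide. The median was −0.207 with median centring, −0.169 with cyclic loess and −0.165 with quantile normalization, none weaker than deposited. These values argue against scaling as the source of the fall of that list, whose deposited median had a bootstrap range of −0.68 to 0.007. A lower share of all blood cells at day 4 may contribute and cannot be told apart. Of 14 megakaryocyte and macrophage genes, 3 rose and 3 fell. Their median of 0.032 lay beyond the limit set beforehand as speaking against a lower share. Its bootstrap range of −0.20 to 0.19 includes that limit. Ppbp, Csf1r, Adgre1, Aif1, Lyz2, Mrc1 and Cd14 had means below 6, where a fall may go unseen, so the median cannot decide. The 3 that rose were Csf1r (mean 5.35), Aif1 (5.02) and Fcgr3 (7.04). The 3 that fell were Cd68 (−0.84), Itgb3 (−0.59) and Gp5 (−0.26). A change in the red blood cells themselves between day 3 and day 4 stays open, as does the effect of time in culture.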

How the results depend on the processing

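The scalings applied to the classes of noncoding RNA, unnamed probe sets and chemoreceptor genes were chosen only after the result was seen, and the other alternatives were planned. No result reversed, where a change of sign counts only for a value past its threshold. This does not cover which direction held more genes. For day 4 versus day 3 that went from higher to lower with median centring, cyclic loess and quantile normalization. For day 3 versus day 0 it went from lower to higher with cyclic loess. For day 4 versus day 0 it went from higher to lower with median centring and quantile normalization. Of the alternatives for named genes 2211 were the same, 65 gained and 23 lost their call, for single lists these were 830, 40 and 30, and for counts and correlations 279 were the same, 34 moved and 2 gained a call. Of the values of these classes 7 were the same and 9 moved. In the following the cause was not tested unless given.

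Median centring raised the genes lower at day 4 than at day 0 to 8521 and those lower at day 3 than at day 0 to 8495, since it shifts every gene of an array. Testing every probe set gave 7993 lower and 3224 changed at least 2-fold for day 4 versus day 0, and 4637 and 1284 for day 4 versus day 3. Without moderation 2391 genes changed between day 4 and day 3, 1193 higher and 1198 lower. With each array left out, where the lone array of a day is assumed to vary like the other days, these counts ranged from 2728 to 5276 changed, 1355 to 2998 higher and 1370 to 2278 lower, the lowest changed count without day 3 replicate 1. An estimated correlation left 0, 0 and 0 lists called for day 4 versus day 0, day 3 versus day 0 and day 4 versus day 3. Fry called 17, 22 and 11. The estimate was below the preset 0.01 for pluripotency (−0.014), retinoid response (−0.011), Hox paralogues 6 to 9 (−0.015) and proliferation (−0.021). Correlated genes therefore cannot account for the calls lost by these lists. The estimate was above 0.01 for the other called lists, from 0.035 for Hox paralogues 1 to 5 to 0.203 for the streak list. With 1 array left out, 2 to 6 lists were called for day 4 versus day 3, 2 of them without day 3 replicate 2, and the Hox order had a rho of 0.17 to 0.34. A limit of 5 in place of 6 made 3037 genes and 4 spike-in genes undetectable, and a limit of 7 made 29 spike-in genes so. The correlation of the 2 arrays of a day was 0.997882, 0.998093 and 0.997883 at days 0, 3 and 4 among genes with a mean of 6 or more, and 0.998208, 0.998446 and 0.998449 by Spearman.

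Replicate numbers as a block gave 10251, 10359 and 5469 changed genes. The deviations of same-numbered arrays correlated by 0.034, 0.058 and 0.083, so they shared little. Whether same-numbered arrays came from the same culture run is not known here. With the block 6 lists in place of 4 were called for day 4 versus day 3, the added ones neural progenitors and Hox paralogues 10 to 13 (adjusted p = 0.0397 each), and proliferation had an adjusted p of 0.0515 for day 3 versus day 0. Intensities have no depth, and signal near background limits what dim genes can show.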

Other observations

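The gene lists used here were written after the pattern was seen and before their own values were, so no test below was chosen only after the result was seen.

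Some genes of the heart field, the coelomic lining and paraxial mesoderm, such as Tbx5, Wt1 (4.52), Tcf21 and Foxc2, chosen after their values were seen, rose between day 0 and day 4, while Hand1 (−5.02), Tbx20 (−3.32) and Msgn1 (−2.52) fell. A higher share of cells like coelomic epithelium or mesothelium may explain this. On a list of 18 such genes, which shares 0 genes with the lists fixed beforehand, 15 rose, 0 fell and 3 did not pass (limma, 15 when adjusted over the list alone), and the median log2 change was 0.99. Upk3b (4.17), Bnc1 (4.03), Osr1 (3.90) and Upk1b (3.63) rose, while Msln (0.20, adjusted p = 0.233) did not pass. The adjusted p was 1.82e-06 with the preset correlation, and p was 0.0594 with an estimated correlation. At day 3, 13 of these genes were higher and 2 lower than at day 0. A list of splanchnic mesoderm had a median of 0.30, with 5 of 9 genes higher and 2 lower (adjusted p = 0.188), and leaves that explanation open. Array values of whole EBs cannot separate a higher share of such cells from a rise within the same cells.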
